# Butyrate induced changes in Wnt-signaling specific gene expression in colorectal cancer cells

**DOI:** 10.1186/1756-0500-7-226

**Published:** 2014-04-09

**Authors:** Darina L Lazarova, Christopher Chiaro, Michael Bordonaro

**Keywords:** Microarray, Colorectal cancer, Butyrate, Wnt, Gene expression

## Abstract

**Background:**

We have determined that butyrate, which is derived from the fermentation of dietary fiber in the colonic lumen, hyperactivates Wnt activity in colorectal (CRC) cells, and that this upregulation of Wnt signaling is causatively related to the induction of apoptosis. To better understand the genetic program regulated by butyrate-mediated Wnt hyperactivation, we performed total human genome microarray analyses on HCT-116 CRC cells in the presence or absence of a physiologically relevant concentration of butyrate. To evaluate changes in Wnt-specific gene expression, Wnt activity was suppressed with inducible dominant negative Tcf4 (DN-Tcf4). Six biological replicates of a full human genome microarray were performed, and the data deposited into the Gene Expression Omnibus database, according to Minimum Information About A Microarray Experiment standards.

**Results:**

Reporter assay and western blot data confirm that DN-Tcf4 is expressed at high levels in stably transfected HCT-116 cells upon cotreatment with doxycycline and butyrate, and that these cells exhibit a marked repression of butyrate-mediated Wnt hyperactivation. Analysis of six biological replicates of microarray analyses indicated that 1008 genes are modulated by butyrate (>two-fold, P < 0.01) in a Wnt signaling-specific manner, while 1587 genes are similarly modulated at P < 0.05. The modulated genes include members of a variety of gene families; including the Biological Process category, such as regulation of development, regulation of metabolism, cytokine and chemokine mediated signaling pathways, and DNA replication; the Cellular Component category such as cytoskeleton and organelle factors, and intermediate filaments; and the Molecular Function category, such as GTPase activator activity.

**Conclusions:**

We have identified, for the first time, in CRC cells, the total array of direct and indirect Wnt-target genes whose expression is modulated by butyrate. Knowledge of the molecular mechanisms determining the response of CRC cells to butyrate *in vitro* may assist in determining more effective preventive and therapeutic strategies against CRC.

## Background

Canonical Wnt signaling is induced by the binding of Wnt ligands to cell surface receptors, resulting in the inactivation of intact Axin 1-containing complexes [1], and accumulation of transcriptionally active beta-catenin [1-5] which interacts with Tcf DNA binding proteins [6-11]. Beta-catenin-Tcf transcriptional complexes drive transcription from Tcf site-containing promoters, including both reporter constructs and endogenous Wnt responsive genes containing Tcf/Lef sites [8,9] and refs. therein. Constitutively active Wnt signaling, caused by mutations in the *APC* and *beta-catenin* genes [8-10] promotes colonic cell proliferation and tumorigenesis; however, both relatively high and relatively low levels of Wnt transcriptional activity lead to CRC cell apoptosis [12-16].

Colorectal cancer (CRC) may to some extent be preventable through diet [13,14,17-22]. The protective action of dietary fiber against CRC has been attributed to its fermentation in the colon, producing the histone deacetylase inhibitor (HDACi) butyrate [23,24]. HDACis induce cell cycle arrest, differentiation, and/or apoptosis of CRC cells [25,26]; the HDACis butyrate and trichostatin A (TSA), which induce apoptosis in CRC cells *in vitro*, hyperactivate Wnt transcriptional activity in these cells [12-14]. The ability of butyrate, and other HDACis, to promote CRC apoptosis and repress cell growth, is casually related to the degree of Wnt hyperactivation induced by these agents [12-14].

To determine the genetic program regulated by butyrate-mediated Wnt hyperactivation, we performed total human microarray analysis on HCT-116 CRC cells. Cells were treated with a physiologically relevant concentration (5 mM) of butyrate [24] or left untreated. To evaluate changes in Wnt-specific gene expression, Wnt activity was suppressed with inducible dominant negative Tcf4 (DN-Tcf4), which competes with endogenous beta-catenin-Tcf (BCT) complexes for binding to promoter sequences of Wnt target genes [8]. We identified more than one thousand genes that exhibited Wnt-specific changes in expression (>two-fold, P < 0.01) after exposure to butyrate. These changes in gene expression include a variety of gene families, representing clusters of functionally related gene products.

Thus, in this short Research Article/Data Note, we identify, for the first time, in a human CRC cell line, how exposure to butyrate modulates the expression of genes that are direct or indirect targets of Wnt signaling.

## Methods

### Plasmids, cell lines, transfection, luciferase assay

pTOPFLASH (TOP), pFOPFLASH (FOP), and inducible DN-Tcf4 were from Dr. H. Clevers (UMC Utrecht, Utrecht, Netherlands). Tet repressor plasmid was from Invitrogen (Carlsbad, CA). HCT-116 cells were obtained from the American Type Culture Collection (ATCC). Transfection with lipofectamine 2000 and luciferase assays were performed as previously described [12-14]. Measurements of Wnt transcriptional activity were performed with the TOP/FOP luciferase reporter system that has wild-type (TOP) or mutant (FOP) Tcf binding sites upstream of a minimal c-fos promoter (8, 9).

### Nucleofection and stable transfection

Standard protocol was utilized according to manufacturer’s instructions. Setting D-32 was used to nucleofect HCT-116 cells. Routinely, 2 μg of DNA and 1 × 10^6^ cells were used per well (6 well plate) for each nucleofection. HCT-116 cells were stably transfected, via nucleofection, with a vector for Tet repressor and a Tet-inducible DN-Tcf4 vector [27,28]. Cells were selected with 100 μg/ml zeocin and 5 μg/ml blasticidin, and DN-Tcf4 expression was induced by doxycycline (4 μg/ml), followed by clonal selection. Clones were assayed based on doxycycline-inducible suppression of Wnt activity as measured by reporter assays, and expression of DN-Tcf4 as evaluated by western blot analysis.

### Genus biosystems total human genome microarray analysis

After treatment with or without 4 μg/ml doxycycline and then cotreatment with or without 5 mM sodium butyrate (NaB) for 17.5 hr, cells were washed with 1 × PBS, scraped into PBS and pelleted; the pellets were snap frozen in liquid nitrogen and sent to Genus Biosystems (Northbrook, IL) for RNA extraction and microarray analyses, utilizing the Agilent human whole genome oligo microarray. Briefly, RNA extraction and array analyses were performed by Genus as follows. RNA was extracted and purified with Ambion Ribopure isolation, with RNA quality assessed by an Agilent Bioanalyzer. Following first and second strand cDNA synthesis, cRNA target was prepared, fragmented to a uniform size, and hybridized to Agilent Human v2 GE 4x44K arrays. Slides were subsequently washed and scanned on an Agilent G2565 Microarray Analyzer and the resulting data were analyzed with Agilent Feature Extraction and GeneSpring GX v7.3.1 software. A total of six biological replicates of the experiment were performed.

### Western blotting

Anti-FLAG antibody (Origene, Rockville, MD) was used to detect the FLAG-tagged DN-Tcf4. Actin was used a loading control using anti-actin antibody (Sigma, St. Louis, MO). Protein isolation and western blotting were performed as previously described [12-14].

### Statistics

For gene transfection experiments, Students *t*-test was utilized, with statistical significance set at P < 0.05 for the Wnt reporter experiments. For microarray analyses, paired *T*-test was used at P < 0.01 and P < 0.05.

## Results and discussion

### Characterization of system

We have established that physiologically relevant concentrations of butyrate induce apoptosis, and repress clonal growth, in CRC cells dependent upon the hyperactivation of Wnt activity [12-14]. Therefore, it is likely that a set of Wnt signaling targeted genes mediates the high apoptotic response of CRC cells to butyrate. To better evaluate differences in gene expression that contribute to the butyrate response, we determined the pattern of gene expression changes due to butyrate treatment, focusing on genes which are direct or indirect Wnt targets. 

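For the arrays, HCT-116 cells with doxycycline-inducible DN-Tcf4 were left untreated (Ctl), treated with 5 mM butyrate (NaB), with 4 μg/ml doxycycline (Doxy), or with both agents (DoxyNaB), for 17.5 hr with regard to butyrate. Each of 6 experiments gave 1 array per treatment, 24 arrays in all. The cRNA was labelled in 1 colour, and the deposited files hold the signal of each of 44495 spots. The feature extraction software had removed background and spatial trend within each array, and the arrays had not been scaled to each other. The spots that are not controls number 43118 and cover 34127 probes, of which 999 are printed in 10 spots each. A signal reports the amount of labelled cRNA bound to a probe and allows a probe to be compared between arrays, but not one gene with another. The level of a probe is therefore given as the log2 of its signal relative to the 75th percentile of the non-control spots on the same array. A probe was tested when its signal was well above background on all 6 arrays of at least 1 treatment, which left 18984 probes for 15163 genes. The share of non-control spots well above background ran from 78.3% to 88.1% in experiments 2 to 4 and from 52.5% to 62.4% in the others. Among arrays of the same treatment, levels correlated across the tested probes with r from 0.884 to 0.993; probes are not independent replicates. The treatments were compared with limma, with the experiment as a block because the methods name a paired test, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested. In experiments 2 to 6 the 4 treatments shared 1 slide. In experiment 1 the arrays with butyrate and those without were on separate slides, so butyrate and slide cannot be told apart there.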

We identified these genes by microarray analyses of HCT-116 cells, in which Wnt signaling is suppressed. Thus, we established a stably transfected HCT-116 cell line expressing doxycycline-inducible DN-Tcf4. DN-Tcf4 is a form of Tcf4 that lacks the beta-catenin interaction domain and represses Wnt activity by competing with BCT complexes for access to DNA binding sites in Wnt target genes (8). We have previously shown that DN-Tcf4 efficiently represses the upregulation of Wnt activity by butyrate in a variety of CRC cell lines, including HCT-116 ([12-14] and data not shown).

In the stably transfected cell clone, induction with doxycycline repressed the ability of butyrate to upregulate Wnt activity, as expected (Figure 1A, B). Wnt activity was measured by luciferase reporter assays, comparing the expression from a Wnt-sensitive reporter (pTOPFLASH) to that of the control reporter that is not responsive to Wnt signaling (pFOPFLASH) ([12-14] and refs. therein). Untreated cells exhibited a TOP/FOP ratio, indicative of Wnt activity, of 5.5 which was increased to 106.0 (P < 0.002) by treatment with 5 mM butyrate. Treatment with doxycycline alone resulted in a TOP/FOP ratio of 2.5, which was increased to 4.7 with combinatorial treatment with both doxycycline and butyrate (P < 0.05). Thus, the fold-upregulation of Wnt activity by butyrate in the presence of doxycycline was approximately 10-fold lower (P < 0.001) than in the absence of doxycycline.

**Figure 1:**
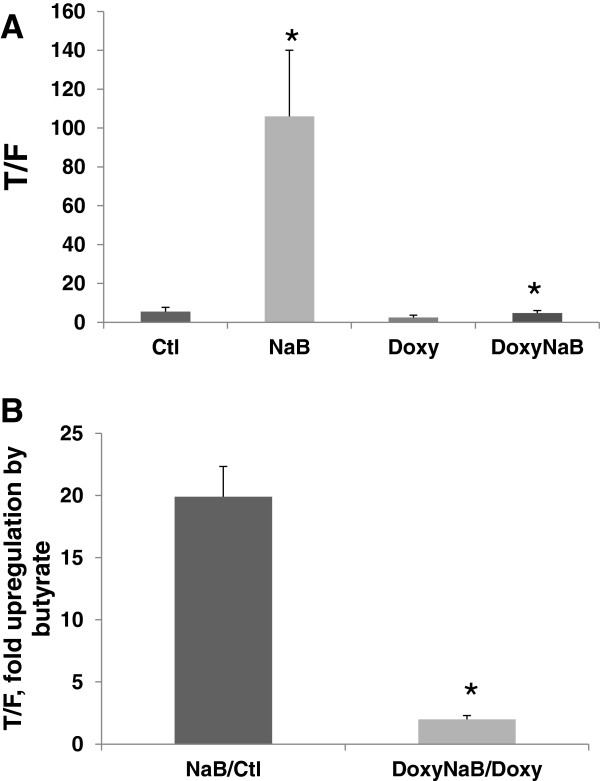
**Clone 19 exhibits doxycycline-induced downregulation of the Wnt hyperactivation by butyrate. (A)** Cells were transfected with TOPFlash or FOPFlash reporters and pRLTK (to control for transfection efficiency) and expression of DN-Tcf4 was induced by treatment with 4 μg/ml doxycycline; cells were also treated or not treated with 5 mM butyrate (NaB), both agents (DoxyNaB); control (Ctl) cells were not treated with either agent. After 17 hr of butyrate treatment, Wnt transcriptional activity was measured via luciferase assays. T/F represents the ratio of expression of TOPFlash (wild-type Wnt-responsive promoter) compared to FOPFlash (mutant promoter), measuring overall canonical Wnt activity. **(B)** Data from (A) represented by the fold-upregulation of Wnt activity in the presence (DoxyNaB/Doxy) or absence (NaB/Ctl) of doxycycline. (A) and (B) show data from four independent experiments. Bars, SDs. * = statistical significance.

Consistent with our previous findings with stable transfection of inducible DN-Tcf4 in DLD-1 CRC cells, and transient transfection of this vector in HCT-116 cells [13], basal expression of stably transfected DN-Tcf4 is minimal in the presence of doxycycline and absence of butyrate, but is at high levels in the presence of both agents (Figure 2). The likely reason for low basal levels of DN-Tcf4 in the absence of butyrate is counter-selection during clonal selection; clones that would express high levels of DN-Tcf4 in the presence of doxycycline and absence of butyrate would also likely express lower, but physiologically relevant, levels of DN-Tcf4 in the absence of doxycycline. This background expression would likely inhibit cell growth during clonal expansion compared to clones exhibiting lower DN-Tcf4 expression. Given the ability of butyrate to upregulate induced DN-Tcf4 expression in these cells, the relative repression of DN-Tcf4 expression in the absence of butyrate may involve **(a)** histone deacetylation of the DN-Tcf4 promoter sequences, which is reversed by the HDACi activity of butyrate; and/or **(b)** repressed expression of activating transcription factors or enhanced expression of transcriptional repressors, both targeting the DN-Tcf4 promoter. In the latter case, butyrate would be expected to favor DN-Tcf4 transcriptional activation through altered expression of these transcriptional factors.

**Figure 2:**
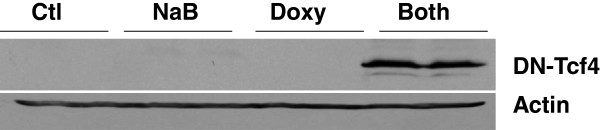
**Overexpression of DN-Tcf4 in induced HCT-116 cells.** A stably transfected clone of HCT-116 cells was treated with 4 μg/ml doxycycline (Doxy) and/or 5 mM NaB for 17.5 hr or left untreated. Protein was isolated, and DN-Tcf4 detected with anti-FLAG antibody in western blot analysis. Actin was analyzed as a control. Duplicate samples from a representative western blot shown.

Given that combinatorial treatment of cells with doxycycline and butyrate results in high expression of the Wnt inhibitor DN-Tcf4 (Figure 2), why does the combination of these two agents result in an increase in the TOP/FOP ratio compared to doxycycline alone (Figure 1A)? Butyrate increases the TOP/FOP ratio in CRC cells through the marked hyperactivation of Wnt signaling [12-14]. In the absence of DN-Tcf4 expression, the TOP/FOP ratio is increased from 5.5 to 106 by butyrate treatment (NaB vs. Ctl in Figure 1A). This extremely large activation of Wnt activity is not completely eliminated by the presence of DN-Tcf4. Thus, a modest 1.9-fold increase in the TOP/FOP ratio, from 2.5 to 4.7, is observed upon doxycycline/butyrate cotreatment compared to doxycycline alone (DoxyNaB vs. Doxy in Figure 1A).

However, the main experimental comparison for our microarray analyses was that of **(a)** butyrate treatment alone compared to control (NaB/Ctl) vs. **(b)** doxycycline and butyrate treatment compared to doxycycline alone (DoxyNaB/Doxy). Thus, the small upregulation of Wnt activity still induced by butyrate in the presence of DN-Tcf4 expression (1.9-fold) is an order of magnitude less (P < 0.001) than that induced by butyrate in the absence of DN-Tcf4 (19.3-fold) (compare NaB/Ctl to DoxyNaB/Doxy in Figure 1B). This 10-fold difference in Wnt hyperactivation by butyrate observed +/− DN-Tcf4 allows us to identify changes in Wnt-target gene expression induced by butyrate.

The observed expression pattern of DN-Tcf4 (Figure 2) is favorable, since the objective was to compare gene expression in the presence or absence of butyrate-enhanced Wnt signaling. Thus, we aimed at repressed Wnt activity upon butyrate treatment; this aim was achieved, as demonstrated by the markedly reduced Wnt hyperactivation shown in Figure 1.

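The known Wnt/Tcf targets AXIN2, BMP4, MYC, CCND1, DKK1, KITLG, SOX2, SOX4, SOX9, SP5 and VIM were compared between DoxyNaB and NaB arrays of the same experiment. Where a gene had several probes, the one with the highest mean level was used. All 11 genes were lower in DoxyNaB cells in 6 of 6 experiments. AXIN2 encodes a negative regulator of Wnt signaling, and its probe lies on chromosome 17 of NCBI36 from 60955851 to 60955910. Its log2 level was 1.34 ± 0.59 (SD, n = 6 arrays) in NaB cells and -1.19 ± 0.35 (SD, n = 6 arrays) in DoxyNaB cells. This is a log2 change of -2.54 ± 0.37 between treatments (SD over 6 experiments, adjusted p = 6.5e-11 from limma), larger than the spread between experiments. The change was -1.77 ± 0.17 for SP5 (adjusted p = 4.22e-10), -1.60 ± 0.43 for DKK1 (adjusted p = 1.98e-07) and -1.53 ± 0.21 for MYC (adjusted p = 6.23e-10). For BMP4, KITLG, CCND1, SOX9 and SOX4 it lay between -1.32 and -0.62, with adjusted p from 6.01e-09 to 0.000664. These 9 genes passed an adjusted p of 0.01 over all probes tested. SOX4 did not without experiment 5 (adjusted p = 0.0104) or with normexp background correction (adjusted p = 0.0125). With only the arrays of both groups, SOX4 and SOX9 did not (adjusted p = 0.0373 and 0.0246). With scaling to the median 4 genes passed, and BMP4 (adjusted p = 0.0173), KITLG (0.0756), CCND1 (0.276), SOX9 and SOX4 did not. VIM fell by 0.49 (adjusted p = 0.0337) and SOX2 by 0.69 (adjusted p = 0.188). The SOX2 probe varied with an SD of 0.85 among the Ctl arrays, and the test pools the spread of all 4 treatments. Adjusted over the list alone, 10 genes passed, but the study selected the list, so that count is not independent evidence. The choice of test moved the count most. By the methods' t-test on the same values, all 11 genes had an unadjusted p under 0.01, and 0 had a Benjamini-Hochberg adjusted p under 0.01, with 0.0178 as the lowest of the list.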

We expected that known Wnt activity-targeted genes would exhibit reduced gene expression in the presence of induced DN-Tcf4, and this was confirmed. Table 1 shows the relative expression of selected Wnt/Tcf targeted genes [27-29]; some of these genes were previously shown to exhibit repressed expression in the presence of induced DN-Tcf4 in LS174T and DLD-1 CRC cells [27,28]. Relative expression levels are shown, after induction with doxycycline alone (Doxy) compared to untreated control (Ctl), or after induction and butyrate treatment (Doxy + NaB) compared to butyrate treatment alone (NaB). Induction with doxycycline alone resulted in moderate to no change in the expression of these genes, while the combination of doxycycline induction and butyrate treatment resulted in statistically significant downregulation. Therefore, as expected, expression of Wnt activity-targeted genes is downregulated upon the high induction of DN-Tcf4 observed after treatment of cells with doxycycline and butyrate.

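Between the Doxy and Ctl arrays, AXIN2 fell by 0.59 ± 0.15 on the log2 scale (SD over 6 experiments, adjusted p = 0.0058, lower in 6 of 6). It was the only gene of the list past an adjusted p of 0.01. That call was lost with normexp (adjusted p = 0.798), quantile normalization (adjusted p = 0.598), scaling to the median, no filter (adjusted p = 0.0262), no replicate block, only the arrays of both groups (adjusted p = 0.0133) and the methods' t-test with Benjamini-Hochberg adjustment (adjusted p = 0.0387), and without experiment 2, 3, 4, 5 or 6 its adjusted p lay between 0.0233 and 0.0714. BMP4 changed by -0.34 ± 0.11 (adjusted p = 0.0558, lower in 6 of 6) and passed with AXIN2 when the p-values were adjusted over the list alone. By the methods' t-test, AXIN2, BMP4 and SOX9 had an unadjusted p under 0.01. SOX9 was 0.27 ± 0.12 higher (adjusted p = 0.365). The SOX2 probe was well above background on 5 of 6 Ctl arrays and 2 of 6 Doxy arrays, and its change of -0.37 ± 1.07 was smaller than its spread. The other 7 genes changed by between -0.21 and 0.24, with adjusted p from 0.35 to 0.955.

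**Figure D1:**
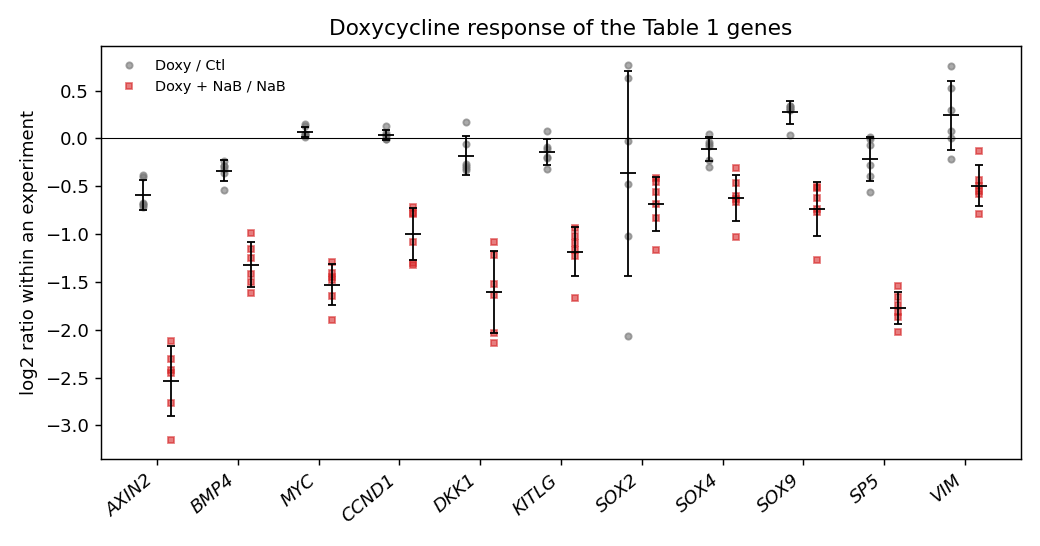
Log2 ratio within each of the 6 experiments for the 11 genes of Table 1. Grey circles are Doxy relative to Ctl, red squares are Doxy + NaB relative to NaB, and black bars are the mean ± SD over experiments. All red squares lie below 0, with means from -2.54 for AXIN2 to -0.49 for VIM, while the means of the grey circles lie between -0.59 and 0.27.

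The difference between the responses to doxycycline with and without butyrate was also tested, as the interaction of both treatments. It was past an adjusted p of 0.01 for 8 of the 11 genes, each with a more negative change when butyrate was present. The interaction was 1.94 ± 0.45 for AXIN2 (adjusted p = 3.4e-07), 1.60 ± 0.24 for MYC (adjusted p = 1.63e-07) and 1.56 ± 0.34 for SP5 (adjusted p = 4.56e-07). BMP4, KITLG, DKK1, CCND1 and SOX9 had adjusted p from 5.6e-05 to 0.00133, and SOX9 rose above 0.01 without experiment 4, 5 or 6 (adjusted p = 0.0117, 0.0152 and 0.0117). With scaling to the median, 0 of the 8 stayed past 0.01 (adjusted p from 0.0983 for AXIN2 to 0.922), and by the methods' t-test with Benjamini-Hochberg adjustment 0 did (adjusted p from 0.0437 to 0.0866). SP5 was also lost with normexp (adjusted p = 0.0167) and quantile normalization (adjusted p = 0.0221), SOX9 with normexp (adjusted p = 0.0104) and BMP4 without the replicate block (adjusted p = 0.0175). VIM, SOX4 and SOX2 did not pass (adjusted p = 0.0444, 0.0787 and 0.84), though SOX4 did with quantile normalization (adjusted p = 0.000904).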

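Tcf4 is encoded by TCF7L2, for which 4 probes were tested, all on the plus strand of chromosome 10 of NCBI36. The files do not give the sequence of the DN-Tcf4 construct, so RNA of the gene and RNA of the construct are not told apart. The probe starting at 114895793 was 9.26-fold higher in DoxyNaB than in NaB cells (log2 change 3.21 ± 0.48, SD over 6 experiments, adjusted p = 3.24e-10). For the probes starting at 114901475 and 114915968 the ratios were 7.74 (adjusted p = 3.54e-05) and 21.8 (adjusted p = 1.63e-06). All of these were higher in 6 of 6 experiments, and the last was well above background on only 3 of 6 NaB arrays. The probe nearest the 5′ end, starting at 114714311, went the other way, with a ratio of 0.416 (log2 change -1.26 ± 0.58, adjusted p = 0.00358, lower in 6 of 6). It was well above background on 4 of 6 DoxyNaB arrays, and its adjusted p lay between 0.0116 and 0.032 without experiment 1, 3, 4 or 5. With normexp background correction its change was -0.15 (adjusted p = 0.718). Doxycycline alone changed the 4 probes by between -0.18 and 0.35, with adjusted p from 0.658 to 0.978. The response to doxycycline differed with butyrate for the probes starting at 114895793, 114901475 and 114915968 (interaction, adjusted p = 1.31e-07, 0.00156 and 0.00054) and not for the first (adjusted p = 0.0145).

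**Figure D2:**
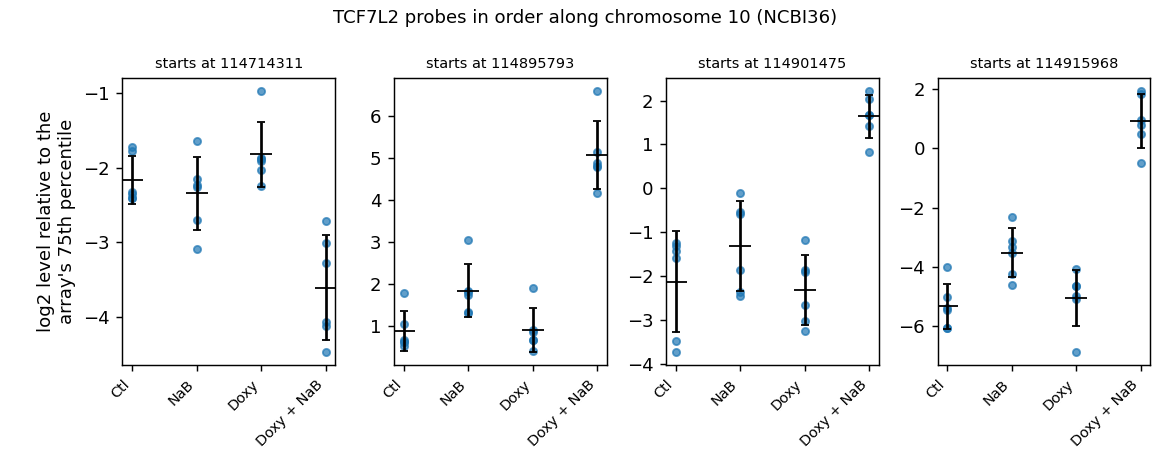
Log2 level of the 4 TCF7L2 probes, in order of their start on chromosome 10, relative to the 75th percentile of each array. Points are arrays, 6 per treatment, and black bars are the mean ± SD. The 3 probes from 114895793 onwards are highest with Doxy + NaB in each panel, and the probe at 114714311 is lowest there.

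From the high DN-Tcf4 protein with both agents (Figure 2) and the lower expression of the listed genes under the same treatment, the paper concludes that induction of DN-Tcf4 downregulates genes targeted by Wnt activity.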

**Table 1:** Relative expression of Wnt/Tcf-targeted genes upon doxycycline induction in the presence or absence of butyrate

**Relative expression of Wnt/Tcf-targeted genes**		
**Name**	**Doxy/Control**	**Doxy + NaB/NaB**
Axin2	*0.66*	*0.17*
BMP4	*0.79*	*0.40*
C-Myc	1.05	*0.35*
Cyclin D1	1.03	*0.50*
Dkk1	0.88	*0.33*
KITLG	0.91	*0.44*
Sox2	0.78	*0.62*
Sox4	0.93	*0.65*
Sox9	*1.21*	*0.60*
SP5	0.86	*0.29*
Vimentin	1.18	*0.71*

Numbers in italics represent differences that are statistically significant at P < 0.01.

### Experimental approach

The experimental approach was to use human whole genome microarray analyses to first identify all genes whose expression was up- or downregulated by butyrate, in a statistically significant manner, by > two-fold, in the absence of induced DN-Tcf4. We then repeated the analysis in the presence of doxycycline/butyrate-induced DN-Tcf4, and considered those genes whose expression was modulated by butyrate in the absence of doxycycline (intact Wnt signaling) but not similarly modulated in the presence of doxycycline (repressed Wnt signaling). Thus, we were interested in identifying those genes that are differentially expressed (>two-fold, P < 0.01) in the NaB vs. Ctrl comparison but not differentially expressed (>two-fold, P < 0.01) in the Doxy + NaB vs. Doxy comparison. The NaB vs. Ctrl comparison yields all genes differentially expressed after exposure to 5 mM butyrate, while the Doxy + NaB vs. Doxy comparison yields all butyrate-modulated genes except those that are Wnt activity-targeted, since doxycycline induction combined with butyrate treatment efficiently induces DN-Tcf4 expression (Figure 2). 

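In the NaB/Ctl comparison, 5950 of the 18984 probes tested changed by more than 2-fold at an adjusted p under 0.01, for 5139 genes. In the DoxyNaB/Doxy comparison the number was 5774, for 4941 genes. At an adjusted p under 0.05 the counts were 6017 and 5868. Both comparisons shared 5029 probes, and 0 probes were called in opposite directions. With normexp background correction they were 3002 and 3525. Of the probes called in NaB/Ctl, 59.3% were higher with butyrate, but the share fell to 47.4% with normexp, 43.8% with quantile normalization and 15.9% with arrays scaled to their medians after a floor of 5. The last scaling shifted the median change of all tested probes to -0.74. The largest rises that held in 6 of 6 experiments were those of MIR7-3HG, DHRS2, RFPL4A, RPL3L and CCN2. DHRS2 rose by 7.39 ± 0.56 on the log2 scale (SD over 6 experiments, adjusted p = 1.73e-15) and CCN2 by 6.59 ± 0.62 (adjusted p = 4.27e-15). The rises of 9.98 for MIR7-3HG, 7.10 for RFPL4A and 6.98 for RPL3L are less exact, since these probes were well above background on 2, 4 and 4 of 6 Ctl arrays. The largest falls were those of ADGRF1, PDE4B, HMGA2, MALL and SEMA3A. PDE4B changed by -4.78 ± 0.49 (adjusted p = 8.71e-15), HMGA2 by -4.45 ± 0.39 (adjusted p = 1.25e-14) and MALL by -4.39 ± 0.23 (adjusted p = 7.66e-15). ADGRF1 changed by -5.54 with 1 of 6 NaB arrays well above background. SEMA3A was at least 8.92-fold lower on this scale, since 0 of 6 NaB arrays were well above background, but its log2 change shrank to -1.98 with normexp. Of these 10 genes, CCN2 alone responded differently under doxycycline, with a rise of 5.20 (interaction adjusted p = 0.00686). Among the genes of Table 1, butyrate alone raised AXIN2, DKK1, SOX2, SP5 and VIM and lowered BMP4, CCND1 and KITLG by more than 2-fold. The rise of AXIN2 was 1.09 ± 0.31 (adjusted p = 1.86e-08), and 0.28 (adjusted p = 0.314) after scaling to the median. MYC changed by -0.95 ± 0.16 (adjusted p = 2.84e-09), short of 2-fold.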

Additional information about the experimental design, samples, and raw data are included in Additional files 1 and 2.

### Identification of genes, the expression of which is modulated by butyrate-mediated Wnt signaling

Microarray analyses identified a number of genes whose expression levels are modified by butyrate in a manner sensitive to repression of Wnt activity by DN-Tcf4 [30]. Thus, a total of 1008 genes were identified which were modulated by butyrate alone (up- or downregulation) by at least 2-fold with P < 0.01, and 1587 genes at P < 0.05, but were not similarly modulated by butyrate when Wnt activity was repressed (induction of DN-Tcf4 by doxycycline and butyrate) (Figure 3).

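At a fold over 2 and an adjusted p under 0.01, 921 probes for 873 genes were called in NaB/Ctl and not in DoxyNaB/Doxy, and 926 at an adjusted p under 0.05. The opposite set, called in DoxyNaB/Doxy only, held 745 probes. Of the 921 probes, 663 were higher and 258 lower with butyrate, a share of 72.0% higher that fell to 44.7% with quantile normalization, 47.8% with normexp and 8.09% with scaling to the median. The size of the set was 561 with normexp and 1940 with scaling to the median. The paper names a paired test and no adjustment. By the methods' t-test at an unadjusted p, the set held 952 probes at 0.01 and 933 at 0.05. In DoxyNaB cells 916 of the 921 probes changed in the same direction as in NaB cells, and 795 of the 921 (86.3%) did so by more than 1.5-fold. The median change was 2.20-fold in NaB/Ctl and 1.82-fold in DoxyNaB/Doxy. In NaB/Ctl, 719 of the 921 (78.1%) changed by 2-fold to 2.5-fold. In DoxyNaB/Doxy, 688 had an adjusted p under 0.01 but changed by less than 2-fold, and the other 233 were not past the p-value.

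**Figure D3:**
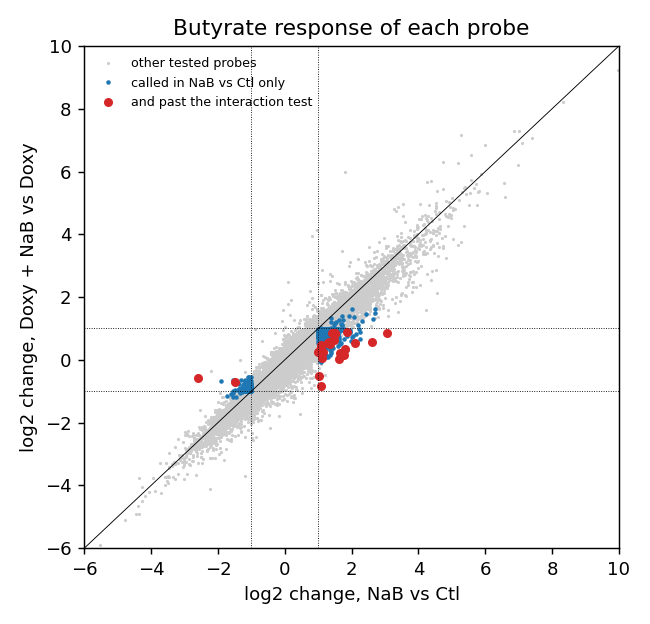
Log2 change of each of the 18984 probes with butyrate alone (x axis) and with butyrate under doxycycline (y axis). Dotted lines mark 2-fold, the solid line marks equal changes, blue points are probes called in NaB/Ctl only, and red points are the 27 of them past the interaction test. Across all probes the changes correlate with r = 0.967, and most blue points lie between 2-fold and 2.5-fold in x and within the dotted lines in y.

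Being called in one comparison and not in the other does not test whether the responses differ. The interaction tests this, and 185 of the 18984 probes passed it at an adjusted p under 0.01, of which 157 were more positive without doxycycline and 28 less. The count was 33 with normexp, and 7, all less positive, with scaling to the median. It was between 73 and 95 without experiment 1, 4, 5 or 6. Of the 921 probes, 27 (2.93%) passed the interaction test. In the sets called in NaB/Ctl only under other settings, the number was 7 with normexp and between 11 and 14 without experiment 1, 4, 5 or 6. In 22 of the 27 the larger part of the difference came from arrays with butyrate. MIR503HG rose by 3.05 ± 0.42 on the log2 scale with butyrate alone and by 0.85 ± 0.26 under doxycycline (SD over 6 experiments, interaction adjusted p = 1.16e-06). MSX1 rose by 1.80 and 0.36 (interaction adjusted p = 4.02e-06), and SP5 by 2.10 and 0.54. ZNF503-AS2, well above background on 5 of 6 Ctl arrays, rose by 2.61 and 0.58 (interaction adjusted p = 0.000529), and NANOS1 by 1.86 and 0.89 (interaction adjusted p = 0.00336). UCA1 changed by -2.60 ± 0.20 and -0.56 ± 0.22 (interaction adjusted p = 9.76e-08), and PRSS22 by -1.49 and -0.70 (interaction adjusted p = 0.00196). NANOS1 and PRSS22 were not past 0.01 without experiment 1, 4, 5 or 6, with adjusted p from 0.0134 to 0.0341. Both, ZNF503-AS2 and SP5 were also not past 0.01 with normexp or quantile normalization. Of these 7 genes, UCA1 alone passed with scaling to the median, and 0 did by the methods' t-test with Benjamini-Hochberg adjustment. Of the genes of Table 1, AXIN2, DKK1, SP5 and VIM are in the set. AXIN2 changed the opposite way under doxycycline, with a ratio of 2.135 in NaB/Ctl and 0.556 in DoxyNaB/Doxy. The ratios were 3.12 and 1.16 for DKK1. VIM had 3.21 and 1.93 and did not pass the interaction test. The paper reasons that DoxyNaB/Doxy holds the butyrate-modulated genes except those targeted by Wnt activity, and concludes from the difference between both comparisons that the genes called in NaB/Ctl only are modulated by butyrate in a manner sensitive to repression of Wnt activity.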

**Figure 3:**
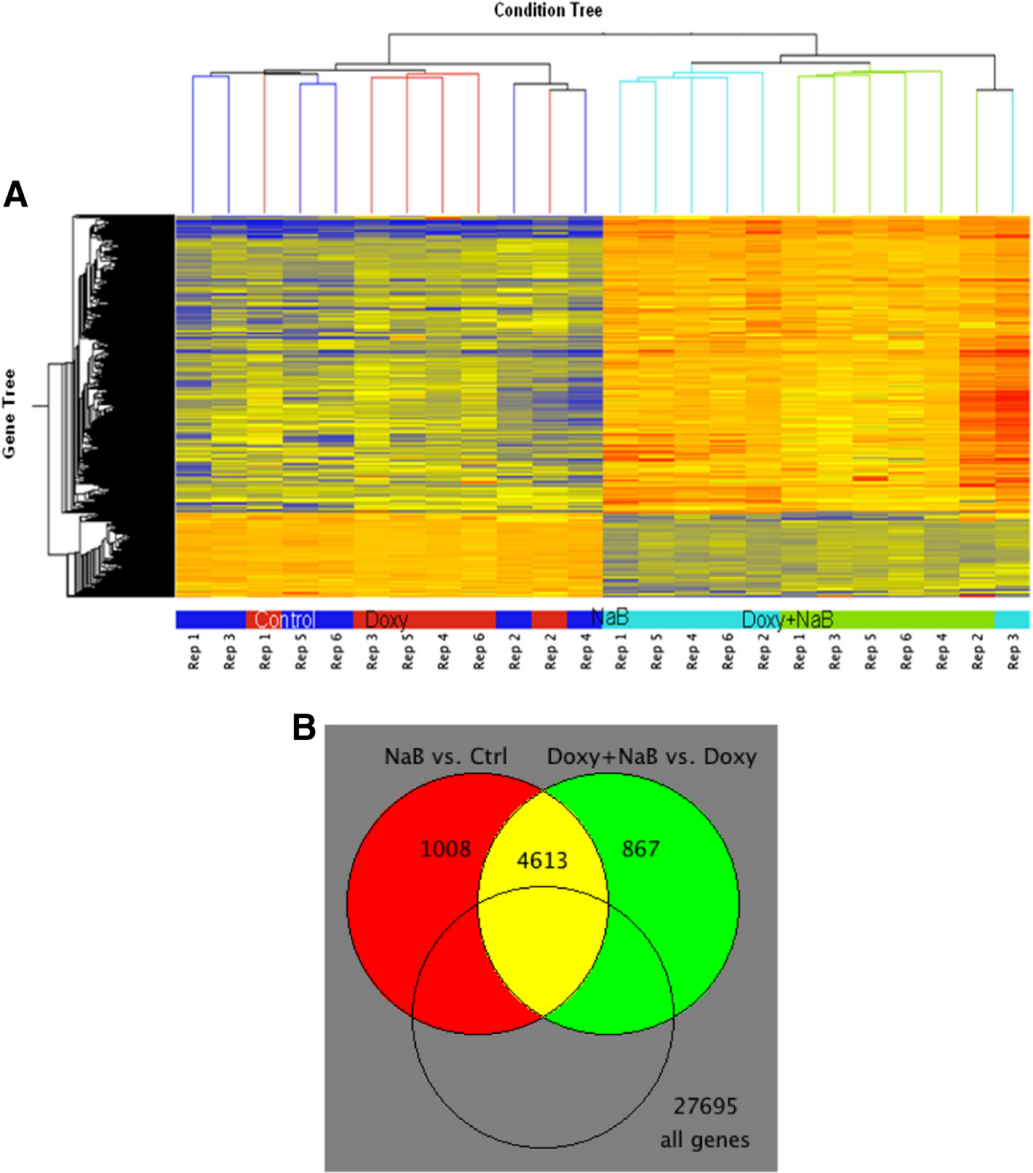
**Differential expression of genes in NaB vs. Control NOT Doxy + NaB vs. Doxy. (A)** Condition tree. Genes are displayed as normalized to the median expression across 4 samples within each experiment (>two-fold, paired *T*-test, P < 0.01, 1008 probes). Red/Orange = Up-regulated relative to median, Yellow = Median expression, Blue = Dn-regulated relative to median. **(B)** Venn diagram emphasizes comparison of NaB vs. Ctrl or Doxy + NaB vs. Doxy (>two-fold, paired *T*-test, P < 0.01).

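The 24 arrays were clustered on the 921 probes, with each probe centred on the median of the 4 arrays of its experiment, by 1 minus the correlation across probes and average linkage. The first division separated the 12 arrays with butyrate from the 12 without. At the level of 4 clusters, all Ctl arrays grouped with the Doxy arrays of experiments 2 to 5, and the Doxy arrays of experiments 1 and 6 formed a second group. The NaB array of experiment 3 grouped with the DoxyNaB arrays of experiments 2 and 4, apart from the other 9 arrays with butyrate. Among probes higher in NaB/Ctl, the median centred log2 level was 0.47 to 0.85 on NaB arrays, 0.29 to 0.56 on DoxyNaB arrays and -0.71 to -0.31 on arrays without butyrate. The probes were chosen on these arrays by their difference between NaB and Ctl, so the division by butyrate follows in part from the choice.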

Gene ontology analysis of the microarray data reveals a number of functionally relevant gene families, expression of which is influenced by butyrate in a Wnt signaling-dependent manner (Table 2). These gene families include the **(a)** Biological Process category, such as regulation of development, regulation of metabolism, cytokine and chemokine mediated signaling pathways, and DNA replication; **(b)** Cellular Component category such as cytoskeleton and organelle factors, and intermediate filaments; and **(c)** Molecular Function category, such as GTPase activator activity.

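No ontology was at hand, so 6 lists of genes written from the categories' names stood in for categories of Table 2. Most are far shorter than the paper's categories, so their test says little about these. Of the 15163 genes tested, 713 (4.70%) were in the set called in NaB/Ctl only, with each gene represented by its probe of highest mean level. Members of the set were 2 of 8 genes of the condensin complex (NCAPD2 and NCAPD3, one-sided Fisher's exact test, p = 0.0512, adjusted p = 0.307 over the 6 lists) and 3 of 42 of DNA replication (GINS2, POLD3 and POLE, p = 0.316). By the same exact test, the list of the prefoldin complex had 1 of 6 (PFDN4, p = 0.251), that of histone deacetylase complexes 2 of 28 (HDAC11 and MTA2, p = 0.382) and that of intermediate filaments 3 of 39 (KRT31, KRT6A and VIM, p = 0.277). The list of GTPase activators had 4 of 104 (3.85%, exact p = 0.727). After adjustment over the 6 lists, 0 passed 0.05, and before adjustment 0 did as well. Under 2 alternatives 1 list passed: intermediate filaments with quantile normalization (adjusted p = 0.0368), and the condensin complex with the methods' t-test at an unadjusted p (adjusted p = 0.0325). The interaction test was passed by 0 genes of these lists that were in the set. Of the 42 genes of DNA replication, 25 were lower and 0 higher by more than 2-fold in NaB/Ctl, and 22 changed in both comparisons.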

**Table 2:** Microarray data gene ontology classifications

**Gene ontology**		
**Microarray data gene ontology classifications**		
**Category** = the name of the category within the ontology.		
**Genes in category** = the total number of genes in the genome that have been assigned to the category		
**Genes in list in category** = the total number of genes both in the selected gene list and in the category.		
**Biological process**		
**Category**	**Genes in category**	**Genes in list in category**
GO:50769: positive regulation of neurogenesis	101	14
GO:51094: positive regulation of development	420	30
GO:50793: regulation of development	848	49
GO:45598: regulation of fat cell differentiation	59	9
GO:50772: positive regulation of axonogenesis	47	8
GO:1779: natural killer cell differentiation	4	3
GO:9991: response to extracellular stimulus	238	19
GO:50767: regulation of neurogenesis	280	21
GO:45600: positive regulation of fat cell differentiation	20	5
GO:45444: fat cell differentiation	126	12
GO:30844: positive regulation of intermediate filament depolymerization	2	2
GO:45108: regulation of intermediate filament polymerization and/or depolymerization	2	2
GO:30842: regulation of intermediate filament depolymerization	2	2
GO:45106: intermediate filament depolymerization	2	2
GO:45105: intermediate filament polymerization and/or depolymerization	2	2
GO:48541: Peyer’s patch development	7	3
GO:50789: regulation of biological process	8048	292
GO:31667: response to nutrient levels	211	16
GO:1764: neuron migration	85	9
GO:48537: mucosal-associated lymphoid tissue development	8	3
GO:9892: negative regulation of metabolism	1238	58
GO:45595: regulation of cell differentiation	612	33
GO:51093: negative regulation of development	292	19
GO:6066: alcohol metabolism	576	31
GO:31324: negative regulation of cellular metabolism	1126	52
GO:31668: cellular response to extracellular stimulus	64	7
GO:30901: midbrain development	34	5
GO:48715: negative regulation of oligodendrocyte differentiation	11	3
GO:9912: auditory receptor cell fate commitment	4	2
GO:31670: cellular response to nutrient	4	2
GO:19221: cytokine and chemokine mediated signaling pathway	249	16
GO:42423: catecholamine biosynthesis	24	4
GO:1709: cell fate determination	38	5
GO:6260: DNA replication	343	20
GO:8089: anterograde axon cargo transport	13	3
GO:50768: negative regulation of neurogenesis	89	8
GO:30879: mammary gland development	39	5
GO:45773: positive regulation of axon extension	25	4
GO:45686: negative regulation of glial cell differentiation	25	4
GO:17085: response to insecticide	25	4
GO:50770: regulation of axonogenesis	91	8
GO:15879: carnitine transport	14	3
GO:19800: peptide cross-linking via chondroitin 4-sulfate glycosaminoglycan	5	2
GO:48732: gland development	113	9
**Cellular component**		
**Category**	**Genes in category**	**Genes in list in category**
GO:5622: intracellular	16495	558
GO:43229: intracellular organelle	13641	467
GO:43226: organelle	13647	467
GO:797: condensin core heterodimer	2	2
GO:43232: intracellular non-membrane-bound organelle	4379	168
GO:43228: non-membrane-bound organelle	4379	168
GO:796: condensin complex	9	3
GO:5856: cytoskeleton	2219	92
GO:15630: microtubule cytoskeleton	1021	48
GO:5813: centrosome	467	26
GO:118: histone deacetylase complex	72	7
GO:43231: intracellular membrane-bound organelle	12378	415
GO:43227: membrane-bound organelle	12386	415
GO:16272: prefoldin complex	14	3
GO:31618: nuclear centric heterochromatin	5	2
GO:5882: intermediate filament	223	14
**Molecular function**		
**Category**	**Genes in category**	**Genes in list in category**
GO:5096: GTPase activator activity	397	25
GO:8118: N-acetyllactosaminide alpha-2,3-sialyltransferase activity	3	2
GO:16861: intramolecular oxidoreductase activity, interconverting aldoses and ketoses	11	3
GO:4873: asialoglycoprotein receptor activity	4	2
GO:8307: structural constituent of muscle	70	7
GO:8047: enzyme activator activity	573	30
GO:19894: kinesin binding	25	4
GO:31730: CCR5 chemokine receptor binding	5	2
GO:17123: Ral GTPase activator activity	5	2

Clusters of genes whose expression is modulated as described in Figure 3 and Table 1, grouped into functionally relevant categories.

Our results are most consistent with the modulation of multiple physiological and cell signaling pathways by butyrate-hyperinduced Wnt activity in CRC cells. These data can be utilized to identify relevant gene targets whose expression can be up- or down-regulated as part of preventive and/or therapeutic approaches against CRC. Further, the array findings can be utilized to better understand the mechanisms behind the physiological effects of butyrate on neoplastic colonic cells, particularly those effects dependent upon modulation of Wnt signaling. In addition, an understanding of Wnt-dependent butyrate-mediated changes in gene expression can inform about the development of butyrate resistance in CRC, which we have shown involves repressed induction of Wnt signaling in the presence of butyrate [14]. Therefore, future studies will be aimed at **(a)** up- or down-regulating relevant genes *in vitro* using overexpression or knockdown strategies, to ascertain effects on cell physiology, including, but not limited to, cell growth, differentiation, and apoptosis, as well as response to butyrate and other HDACis; and **(b)***in vivo* targeted gene overexpression or knockout in murine models of CRC, to evaluate effects on intestinal morphology, tumor formation, and response to dietary or therapeutic interventions, utilizing fiber/butyrate or other HDACis that mimic the effects of butyrate in cell culture [14]. These additional findings can also contribute to the development of more efficacious anti-CRC preventive/therapeutic methodologies.

## Conclusions

In summary, this study is the first examination of the total set of direct and indirect Wnt-target genes whose expression is modulated by butyrate in a human CRC cell line. These data suggest a large number of potential gene targets for anti-CRC therapeutic intervention, particularly for those approaches involving fiber/butyrate/HDACis. Knowledge of the molecular mechanisms determining the response of CRC cells to butyrate *in vitro* may assist in determining more effective preventive and therapeutic strategies against CRC.

### Availability of supporting data

The data set supporting the results of this article is available in the Gene Expression Omnibus (GEO) repository at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54127. Data are according to Minimum Information About A Microarray Experiment (MIAME) standards.

## Abbreviations

CRC: Colorectal cancer; BCT: Beta-catenin-Tcf; HDACi: Histone deacetylase inhibitor; DN-Tcf4: Dominant-negative Tcf4; NaB: Sodium butyrate; Doxy: Doxycycline; GEO: Gene Expression Omnibus; MIAME: Minimum information about a microarray experiment; TOP: pTOPFLASH expression activity; FOP: pFOPLASH reporter activity.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

DL helped conceive the study, contributed to the cell culture work, and assisted in the drafting of the manuscript. CC isolated the appropriate stably transfected clone, performed the reporter assays and western blotting required to characterize the clone. MB conceived of the study, designed the experimental approach and oversaw all phases of the project, performed some of the transfections required to produce the stably transfected lines, interpreted the data, and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: **Experimental Overview, part 1.** Description Contains an overview of the microarray experiment for the first biological replicate of samples. Click here for file

Additional file 2: **Experimental Overview, part 2.** Description; Contains an overview of the microarray experiment for the last five biological replicates of samples. Click here for file

## References

[B1] LiVSWNgSSBoersemaPJLowTYKarthausWRGerlachJPMohammedSHeckAJRMauriceMMMahmoudiTCleversHWnt signaling through inhibition of β-catenin degradation in an intact Axin1 complexCell20121491245125610.1016/j.cell.2012.05.00222682247

[B2] CookDFryMHughesKSumathipalaRWoodgettJDaleTWingless inactivates glycogen synthase kinase-3 via an intracellular signaling pathway which involves a protein kinase CEMBO J199615452645368887544PMC452182

[B3] RubinfeldBSouzaBAlbertIMullerOChamberlainSHMasiarzFRMunimetsuSPolakisPAssociation of the APC gene product with β-cateninScience19932621731173410.1126/science.82595188259518

[B4] SuL-KVogelsteinBKinzlerKWAssociation of the APC tumor suppresser protein with cateninsScience19932621734173710.1126/science.82595198259519

[B5] MunemitsuSAlbertISouzaBRubinfeldBPolakisPRegulation of intracellular β-catenin levels by the adenomatous polyposis coli (APC) tumor-suppressor proteinProc Natl Acad Sci U S A1995923046305010.1073/pnas.92.7.30467708772PMC42356

[B6] BehrensJVon KriesJPKuhlMBruhnLWedlichDGrosschedlRBirchmeierWFunctional interaction of β-catenin with the transcriptional factor LEF-1Nature199638263864210.1038/382638a08757136

[B7] MolenaarMVan De WeteringMOsterwegelMXTcf-3 transcription factor mediates β-catenin-induced axis formation in Xenopus embryosCell19968639139910.1016/S0092-8674(00)80112-98756721

[B8] KorinekVBarkerNMorinPJVan WichenDDe WegerRKinzlerKWVogelsteinBCleversHConstitutive transcriptional activation by a beta-catenin-Tcf complex in APC−/− colon carcinomaScience19972751784178710.1126/science.275.5307.17849065401

[B9] MorinJSparksABKorinekVBarkerNCleversHVogelsteinBKinzlerKWActivation of beta-catenin-Tcf signaling in colon cancer by mutations in beta-catenin or APCScience19972751787179010.1126/science.275.5307.17879065402

[B10] BienzMCleversHLinking colorectal cancer to Wnt signalingCell200010331132010.1016/S0092-8674(00)00122-711057903

[B11] RooseJCleversHTcf transcription factors: molecular switches in carcinogenesisBiochim Biophys Acta199987456M23M271052815210.1016/s0304-419x(99)00026-8

[B12] BordonaroMMariadasonJMAslamFHeerdtBGAugenlichtLHButyrate-induced apoptotic cascade in colonic carcinoma cells: modulation of the beta-catenin-Tcf pathway and concordance with effects of sulindac and trichostatin A but not curcuminCell Growth Differ19991071372010547075

[B13] LazarovaDLBordonaroMCarboneRSartorelliACLinear relationship between WNT activity levels and apoptosis in colorectal carcinoma cells exposed to butyrateInternat J Cancer200411052353110.1002/ijc.2015215122584

[B14] BordonaroMLazarovaDLSartorelliACThe activation of beta-catenin by Wnt signaling mediates the effects of histone deacetylase inhibitorsExp Cell Res20073131652166610.1016/j.yexcr.2007.02.00817359971PMC3919021

[B15] AlbuquerqueCBreukelCvan der LuijtRFidalgoPLagePSlorsFGMLeitaoCNFoddeRSmitsRThe just-right signaling model: APC somatic mutations are selected based on a special level of activation of the beta-catenin signaling cascadeHum Mol Genet2002111549156010.1093/hmg/11.13.154912045208

[B16] BordonaroMLazarovaDSartorelliACHyperinduction of Wnt signaling: a new paradigm for the treatment of colorectal cancer?Oncol Res200817191848871010.3727/096504008784046108

[B17] RichterMJurekDWrbaFKasererKWurzerGKarner-HanuschJMarianBCells obtained from colorectal microadenomas mirror early premalignant growth patterns *in vitro*Euro J Cancer2002381937194510.1016/S0959-8049(02)00158-212204677

[B18] KautenbergerTBeyer-SehlmeyerGFestagGHaagNKuhlerSKuchlerAWeiseAMarianBPetersWHMLiehrTClaussenUPool-ZobelBLThe gut fermentation product butyrate, a chemopreventive agent, suppresses glutathione S-transferase theta (hGSTT1) and cell growth more in human colon adenoma cells (LT97) than tumor (HT29) cellsJ Cancer Res Clin Oncol200513169270010.1007/s00432-005-0013-416133571PMC12161184

[B19] BrabletzTJungASpadernaSHlubekFKirchnerTMigrating cancer stem cells – an integrated concept of malignant tumour progressionNat Rev2005574474910.1038/nrc169416148886

[B20] BinghamSADayNELubenRFerrariPSlimaniNNoratTClavel-ChapelonFKesseENietersABoeingHTjonnelandAOvervadKMartinzezCDorronsoroMGonzalezCAKeyTJTrichopolouANaskaAVineisPTuminoRKroghVBueno-de-MesquitaHBPeetersPHBerglundGHallmansGLundESkeieGKaaksRRiboliEDietary fibre in food and protection against colorectal cancer in the European Prospective Investigation into Cancer and Nutrition (EPIC): an observational studyLancet20033611496150110.1016/S0140-6736(03)13174-112737858

[B21] PetersUSinhaRChaterjeeNSubarAFZieglerRGKuldorffMBresalierRWeissfeldJLFloodASchtzkinAHayesRBDietary fibre and colorectal adenoma in a colorectal cancer early detection programmeLancet20033611491149510.1016/S0140-6736(03)13173-X12737857

[B22] BinghamSANoratTMoskalAFerrariPSlimaniNChavel-ChapelonFKesseENietersABoeingHTjonnelandAOvervadKMartinzezCDorronsoroMGonzalezCAArdanazENavarroCQuirosJRKeyTJDayNETrichopouloANaskaAKroghVTuminoRPalliDPanicoSVineisPBueno-de-MesquitaHBOckeMCPeetersPHMBerglundGIs the association with fiber from foods in colorectal cancer confounded by folate intake?Cancer Epid Biom Prev2005141552155610.1158/1055-9965.EPI-04-089115941971

[B23] BinghamSMechanisms and experimental evidence relating dietary fibre and starch to protection against large bowel cancerProc Nutr Soc19904915317110.1079/PNS199000212172992

[B24] CummingsJHPomareEWBranchWJNaylorCPEMacFarlaneGTShort chain fatty acids in human large intestine, portal, hepatic, and venous bloodGut1987281221122710.1136/gut.28.10.12213678950PMC1433442

[B25] HeerdtBGHoustonMAAugenlichtLHPotentiation by specific short-chain fatty acids of differentiation and apoptosis in human colonic carcinoma cell linesCancer Res199454328832948205551

[B26] MedinaVYoungGPEdmondsBJamesRAppletonSZalewskiPDInduction of caspase-3 protease activity and apoptosis by butyrate and another inhibitor of histone deacetylase: dependence on protein synthesis and synergy with a mitochondrial/cytochrome c-dependent pathwayCancer Res199757369737079288776

[B27] Van de WeteringMSanchoEVerwijCde LauWOvingIHurlstoneAvan der HornKBatlleECoudreuseDHaramisA-PTjon-Pon-FongMMoererPVan den BornMSoeteGPalsSEilersMMedemaRCleversHThe β-catenin/TCF-4 complex imposes a crypt progenitor phenotype on colorectal cancer cellsCell200211124125010.1016/S0092-8674(02)01014-012408868

[B28] Van der FlierLGSabates-BellverJOvingIHaegebarthADe PaloMAntoMVan GijnMESuijkerbuijkSVan de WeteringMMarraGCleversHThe intestinal Wnt/TCF signatureGastroenterol200713262863210.1053/j.gastro.2006.08.03917320548

[B29] The Wnt Homepage, Wnt target geneshttp://www.stanford.edu/group/nusselab/cgi-bin/wnt/target_genes

[B30] Gene Expression Omnibus (GEO) databasehttp://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54127

How the deposited data were processed for this re-analysis (not part of the article)

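Gene expression was measured in HCT-116 cells with doxycycline-inducible DN-Tcf4 under 4 treatments: untreated (Ctl), 5 mM butyrate (NaB), 4 μg/ml doxycycline (Doxy), and both agents (DoxyNaB), each in 6 experiments, on 24 arrays. The luciferase reporter assays and western blots of the paper have no deposited files and were left out.

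The deposited files hold the intensities of 44495 spots per array, as written by Agilent Feature Extraction 9.5.3.1 according to the file headers. Per these headers, the processed signal intensity had background and spatial trend removed within the array, was detrended, and was replaced by a surrogate where it was too close to the negative controls; no step had scaled the arrays to each other. The files also hold the mean spot brightness, the local background and flags for saturated, outlier and dim spots. The paper's methods state that the values were analysed in GeneSpring GX with a paired test, and the paper's text names no normalization between arrays and no filter, apart from the display of Fig. 3A, which is relative to the median of the 4 samples of an experiment. Control spots and spots with an outlier flag were left out, the latter between 359 and 795 per array. The 10 spots of a replicated probe were averaged. The unit of all levels is the log2 of the processed signal minus the log2 of the 75th percentile of the non-control spots of the array, which lay between 380.2 and 1323 in signal units.

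Signal over background sets the precision, as read depth does in sequencing. Between 52.5% and 88.1% of the non-control spots of an array were well above background, meaning that they passed the software's own test with a multiplier of 13. Between 0 and 3 spots per array were saturated. The mean net signal of the negative controls was between 48.4 and 115 on 22 arrays, 161 on the NaB array of experiment 3 and 248.9 on the DoxyNaB array of experiment 2. Where 0 arrays of a treatment were well above background, a fold change is given as a lower bound. Probes were named from the accession numbers in the files (24824 probes), from the gene name in the files (7524), from a current symbol (1279) or from an older symbol (500), with a RefSeq table of the GRCh38 assembly used for names only. All coordinates are those in the files, on NCBI36.

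The treatments were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), in a fit of all 24 arrays with 4 treatments and the experiment as a block. A probe entered when it was well above background on all 6 arrays of at least 1 treatment, which gave 18984 probes for 15163 genes; 15090 of the probes were well above background on all 24 arrays. A probe was called changed at a fold over 2 and a Benjamini-Hochberg adjusted p under 0.01, with 0.05 as a second threshold. The interaction, the butyrate response without doxycycline minus that with doxycycline, and the genes of Table 1 were called at an adjusted p under 0.01 without a fold threshold. A gene was represented by its probe with the highest mean level. Lists were tested with Fisher's exact test, camera and fry. The named genes are those of Table 1, TCF7L2, the 5 highest and the 5 lowest in NaB/Ctl that changed the same way in all 6 experiments, the same within the probes called in NaB/Ctl only that pass the interaction test (where 2 were lower), and list members in that set. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

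The arrays of an experiment were treated as paired because the methods name a paired test and because, in experiments 2 to 6, they share a slide. Levels centred on their treatment correlated between arrays of the same experiment with r from 0.219 to 0.853, except for the NaB and DoxyNaB arrays of experiment 3 (r = -0.224). Experiment 1 was on 2 slides, and the experiments fall into 4 scans: experiment 1 in the first and the second, experiments 2 to 4 in the third, and experiments 5 and 6 in the fourth. Every scan from the third on holds all 4 treatments.

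The fit was tested on simulated data of 18331 probes. It called 194 of 200 changed probes in NaB/Ctl, 97 of 100 in DoxyNaB/Doxy and 87 of 100 with an interaction, and 0 of the unchanged ones. All simulated changes were larger than 2-fold, with independent normal noise. The median absolute interaction of the probes called in NaB/Ctl only was 0.34 on the log2 scale. How many differences of that size the fit would find was not tested.

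The thresholds, the test, the scaling, the filter, the gene lists for Table 2 and the list of known Wnt targets were set before the data were examined, as were these alternatives: normexp background correction (offset 50) with the 75th percentile, quantile normalization, scaling to the median after a floor of 5, no filter, a filter on all 24 arrays, no replicate block, the slide as block, only the arrays of the groups compared, an unadjusted limma p, the methods' t-test with and without adjustment, a p of 0.05, folds of 1.5 and 3, 1 probe per gene, the mean over the probes of a gene, and leaving out each experiment. Fits without the 2 butyrate arrays of highest negative controls, with experiments 2 to 4 only and with experiments 5 and 6 only were added after seeing the data. Other groupings of the arrays were fitted in 32 ways within experiments, and in 100 random ways across them.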

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

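The tests of the negative controls, of slide position, of the TCF7L2 probes and of the stress genes below were chosen only after the result was seen; the interaction test and the counts over other groupings of the arrays were planned.

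In 76 groups of 6 arrays, 8 had a single array far from the other 5, where chance would give 3.8. One of these was the negative control signal of the DoxyNaB array of experiment 2, 248.9 against 51.2 to 110.9 on the other DoxyNaB arrays. The NaB array of experiment 3 had the second highest of all 24, 161. In experiments 2 to 4 raised controls went with raised dim probes. Over 12 pairs of arrays with and without butyrate from the same experiment, the median log2 change of the 8532 probes of lowest signal followed the log2 change of the negative controls, with r = 0.954 (two-sided permutation test, p = 3e-05, adjusted p = 6e-05 over 2 coefficients) and rho = 0.664 (permutation test, p = 0.0225, adjusted p = 0.0225). Without the 2 pairs farthest in control signal r was 0.872. Within the scan of experiments 2 to 4 r was 0.969 and rho was 1 over 6 pairs (exact permutation test for rho, p = 0.00278, adjusted p = 0.00833 over 3 groups of pairs). The 6 pairs of the other experiments ran the opposite way, with r = -0.886 and rho = -0.943 (exact permutation test for rho, p = 0.0167, adjusted p = 0.025), and so did the 4 pairs of experiments 5 and 6 (rho = -1, exact p = 0.0833), so the relation over all pairs does not hold within every scan. Changes were small there, at most 0.36 for the controls and 0.38 for the dim probes. The 0.36 is that of NaB/Ctl in experiment 5. There the control signal was 49.5 on the Ctl array and 49.9 on the NaB array, while the 75th percentile was 484.8 and 380.2. That change of the controls thus came almost wholly from the scaling. The pairs of 1 experiment share a slide, so they are not fully independent. The values speak against a rise of low-level transcription under butyrate alike in every experiment. The change was 1.51 ± 0.929 (SD, 6 pairs) in experiments 2 to 4 and 0.166 ± 0.158 (SD, 4 pairs) in experiments 5 and 6 (two-sided exact permutation test, p = 0.0333). That test takes each pair as a unit, though pairs share an experiment, so its p is too small to lean on. Non-specific signal on single arrays may account for the rise in experiments 2 to 4. The opposite relation elsewhere may come from the scaling, so it cannot decide for or against this, and the question stays open. A difference in biology between the cultures of these experiments stays open and was not tested.

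The other 7 arrays far from their group concern single probes, on the log2 scale relative to the 75th percentile. SOX4 was 2.88 on the Doxy array of experiment 1, below the other Doxy arrays at 3.19 and above. SP5 was -1.57 on the Doxy array of experiment 6, above the next at -1.96, and VIM was -0.59 on the NaB array of experiment 6, below the next at -0.12. On the Doxy array of experiment 1 the TCF7L2 probes starting at 114915968, 114895793 and 114714311 were at -6.87, 1.92 and -0.98, and the second of these was at 3.04 on the NaB array of experiment 1. Of the 8, 5 belong to experiment 1, which was on slides and scans of its own, but probes of a gene are not independent. No explanation was tested, and no biological one is given by the design, since the arrays of a group had the same treatment.

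The butyrate response differed with doxycycline, by the test of the interaction, for 185 probes, and the response to doxycycline differed with butyrate for 8 genes of Table 1. Exchanging the doxycycline labels within experiments in 32 ways gave as many probes in 1, the real one, so chance is excluded at that share. In 100 simulations with equal responses 0 probes passed, against 183 observed on the same 18331 probes. The count of 185 depends on the processing: scaling to the median after a floor left 7, normexp left 33, and the methods' t-test with Benjamini-Hochberg adjustment left 0, with 1941 at an unadjusted p under 0.05. Leaving out experiment 1, 4, 5 or 6 left 95, 76, 73 or 82. In experiments 2 to 6 each treatment had the same position on the slide, so position and treatment cannot be told apart there. In experiment 1, where the arrays with butyrate had other positions, 94 of the 95 probes called without that experiment had an interaction of the same sign, against 63.9% of all tested probes; 1 experiment does not exclude position. Repression by DN-Tcf4, which the paper proposes, stays open as the biological explanation and is not singled out by these values.

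Doxycycline alone, which the paper reports for Table 1 only, changed 18 probes, 13 higher and 5 lower. As many were found in 1 of 32 groupings within experiments and in 1 of 100 across them, the real one each time, so chance is excluded. Chosen after their values were seen, CHAC1 rose by 1.85 on the log2 scale (adjusted p = 6.07e-10), DDIT4 by 1.31, PCK2 by 1.24, DDIT3 by 1.16 and ASNS by 1.08 (adjusted p = 2.04e-06), each in 6 of 6 experiments. These genes belong to a stress response that amino acid shortage induces, though not amino acid shortage alone. In the remaining 27 tested genes of a list of that response, written after these names were seen, the median change was 0.40 and 26 of 27 were higher (camera, p = 8.75e-26; with an estimated correlation, p = 0.000396; fry, p = 5.39e-07). The median lay between 0.29 and 0.45 under the other scalings, where the median of all tested probes lay between -0.10 and -0.01. With butyrate present 12 of the 27 genes were higher (camera, p = 0.446; with an estimated correlation, p = 0.747; fry, p = 0.94), and the difference between both contrasts was not tested. A stress response of this kind to doxycycline may account for these genes, and its trigger was not tested. No array has doxycycline without the construct, so low DN-Tcf4 expression, and the fixed position of Doxy arrays on the slides, stay open.

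Doxycycline under butyrate changed 71 probes, 48 lower and 23 higher, most of which the paper does not discuss. Within experiments, 1 of 32 groupings gave as many, the real one. Across experiments 2 of 100 did, and the other one, with 330 probes, put the NaB arrays of experiments 2 to 4 and the DoxyNaB arrays of experiments 2 and 4, which include the 2 with the highest negative controls, on one side. In these 5 arrays the probes of lowest signal rose by over 1 on the log2 scale, and in no other, so that grouping follows the pattern of the negative controls. Chance is excluded by both counts. Slide position was looked at in experiment 1, where NaB and DoxyNaB arrays had other positions: of 62 probes called without that experiment, 62 (100%) changed the same way there, against 63% of all tested probes, by a median of 1.61 on the log2 scale and 1.33 in the others. This argues against position as the cause, but 1 experiment does not exclude it, and the DoxyNaB array had the later position there too. Slide position stays open, as does the effect of DN-Tcf4.

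The ratio of 21.8 for the TCF7L2 probe starting at 114915968, DoxyNaB relative to NaB, stands out in data that the paper does not report. Higher RNA of the whole endogenous gene is argued against by the probe nearest the 5′ end, which changed by -1.26 on the log2 scale and was lower in 6 of 6 experiments, though its adjusted p ranged from 5.2e-05 to 0.718 over the alternatives. RNA of the induced construct, if it lacks the 5′ part of the coding sequence, may account for the rise, since the other 3 probes rose at least 4.37-fold in each experiment. The construct's sequence is not in the files, and transcription of the gene from another start stays open.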

How the results depend on the processing

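The fits without the 2 butyrate arrays of highest negative controls, with experiments 2 to 4 only and with experiments 5 and 6 only were chosen only after the result was seen; all others were planned. Unless the text says otherwise, the cause was not tested. A count is said to move when it differs by more than 1.5 times.

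Every gene of Table 1 was lower in DoxyNaB than in NaB cells, and the 10 genes named for their response to butyrate kept its direction, under all alternatives run. The slide as block, 1 probe per gene, the mean over the probes of a gene, and leaving out the 2 arrays of highest negative controls moved none of the 12, 9, 2 and 12 counts run for them. Of the 68 values for single genes, the number that kept direction and side of the threshold was 68 with the slide as block, 64 with no filter, 63 with no replicate block, 59 with quantile normalization, 56 with normexp, 43 with scaling to the median and 40 with the methods' t-test adjusted.

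With normexp background correction, NaB/Ctl gave 3002 probes in place of 5950, DoxyNaB/Doxy 3525 in place of 5774, NaB/Ctl only 561 in place of 921, both comparisons 2441 in place of 5029, the interaction 33 in place of 185, the set with interaction 7 in place of 27, Doxy/Ctl 10 in place of 18, and DoxyNaB/NaB 38 in place of 71. Table 1 genes called in Doxy/Ctl went from 1 to 0, and Wnt targets outside Table 1 called lower from 3 to 0. In Doxy/Ctl, DKK1 (0.10), KITLG (0.0107), VIM (-0.0401) and the TCF7L2 probe starting at 114915968 (-0.24) changed sign. With quantile normalization, Table 1 genes in Doxy/Ctl were 0, 1 of 6 gene lists passed in place of 0, and SOX4 in NaB/Ctl changed sign (0.12). With scaling to the median after a floor of 5, which moves the median of all tested probes by -0.74 in NaB/Ctl and -0.55 in DoxyNaB/Doxy, the set held 1940, the interaction 7, the set with interaction 0, Doxy/Ctl 3, DoxyNaB/NaB 30, Table 1 lower 4 in place of 9, Table 1 in Doxy/Ctl 0 and Wnt targets 0. The signs changed of SOX9 in NaB/Ctl (-0.62, less than the shift of -0.74) and, in Doxy/Ctl, of MYC (-0.0421), CCND1 (-0.0712) and the TCF7L2 probe starting at 114895793 (-0.0809), where the shift was -0.10.

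With no filter, which tests 34127 probes, the set held 1780, the interaction 99, the set with interaction 14, and Table 1 in Doxy/Ctl 0. With the filter on all 24 arrays, which tests 15090 probes, NaB/Ctl gave 3964 and the set 578; fewer probes were tested by construction. With no replicate block, the interaction gave 65, the set with interaction 13, Table 1 in Doxy/Ctl 0 and Wnt targets 1. With only the arrays of the groups compared, Table 1 in Doxy/Ctl was 0 and Wnt targets 1; the interaction needs all 4 groups and has no such fit of its own.

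By construction, an unadjusted p calls more. With limma it gave 845 for the interaction, 112 for the set with interaction, 30 for Doxy/Ctl, 2 for Table 1 in Doxy/Ctl and 6 for Wnt targets. The methods' t-test unadjusted gave 698, 81, 3 for Table 1 in Doxy/Ctl, and 1 gene list. With Benjamini-Hochberg adjustment that test gave 0 for the interaction and for the set with interaction, 3 for Doxy/Ctl, 0 for DoxyNaB/NaB, and 0 for Table 1 lower, for Table 1 in Doxy/Ctl and for Wnt targets; at an unadjusted p under 0.05 it gave 1941 for the interaction. At a threshold of 0.05 the interaction gave 321. At a fold of 1.5, both comparisons shared 8555 and the set with interaction was 48. At a fold of 3 the set was 452, both 2288, DoxyNaB/Doxy only 376 and the set with interaction 13.

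With 1 experiment left out, the lowest and highest values were 5793 and 6016 for NaB/Ctl, 5707 and 5856 for DoxyNaB/Doxy, 816 and 1143 for the set, 4861 and 5036 for both, 712 and 846 for DoxyNaB/Doxy only, 73 and 170 for the interaction, 11 and 30 for the set with interaction, 14 and 19 for Doxy/Ctl, 62 and 74 for DoxyNaB/NaB, 8 and 9 for Table 1 lower, 0 and 1 for Table 1 in Doxy/Ctl, and 2 and 3 for Wnt targets. The interaction and the set with it were over 1.5 times smaller without experiment 1, 4, 5 or 6, and Table 1 in Doxy/Ctl was 0 without experiment 2, 3, 4, 5 or 6. In Doxy/Ctl, the TCF7L2 probe starting at 114895793 ranged from -0.0109 without experiment 3 to 0.0859 without experiment 2, and that at 114901475 from -0.433 without experiment 1 to 0.14 without experiment 6. The gene lists were not rerun for these fits.

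The scan of experiments 2 to 4 alone has fewer arrays by construction. There the interaction and the set with it gave 0, Doxy/Ctl 3 and DoxyNaB/NaB 28. Table 1 lower was 5, Table 1 in Doxy/Ctl 0 and Wnt targets 0. In Doxy/Ctl, SOX2 (0.0399) and VIM (-0.0438) changed sign. Of 18984 probes, 806 had an unadjusted interaction p under 0.05, a share below the 0.05 that chance alone would give. In experiments 5 and 6 alone, the interaction, the set with it and Doxy/Ctl gave 0, and DoxyNaB/NaB 3. Table 1 lower was 1, Table 1 in Doxy/Ctl 0 and Wnt targets 0. In Doxy/Ctl, CCND1 (-0.0059) and the TCF7L2 probe starting at 114895793 (-0.0424) changed sign. Of 18984 probes, 2228 had an unadjusted interaction p under 0.05, a share above 0.05.

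Signal over background limits what can be said of dim probes: 18984 of the 34127 probes were tested, and a probe near background on the arrays of a treatment gives a bound or an inexact fold.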

Differences from the paper's values

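The alternatives named here were set before the data were examined, apart from the fits of experiments 2 to 4 and of experiments 5 and 6, and the tests of direction and of a 1.5-fold change in the last paragraph were chosen only after the result was seen.

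At the threshold of 0.05, the paper's value for probes changed in NaB/Ctl and not in DoxyNaB/Doxy is 1587, and the value here is 926. Scaling to the median after a floor of 5 (1942), leaving out replicate 2 (1163) and a fold of 1.5 in place of 2 (1269) come within 1.5 times of the paper's value. So do the fits of experiments 2 to 4 only (1182) and of experiments 5 and 6 only (1064), which were added after seeing the data. The other alternatives run at this threshold differ by more, among them a fold of 3 (454), no filter (4992), the methods' t-test unadjusted (933) and with Benjamini-Hochberg adjustment (946), normexp (563) and quantile normalization (872).

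The number of probes changed in neither comparison is about 28000 in Fig. 3B, read by eye, and 12289 here, where 18984 probes were tested. Without the filter it is 25659, which comes within 1.5 times of the paper's value. Under every other alternative run for this number it lies between 9638 and 14898.

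The paper's Table 1 marks all 11 genes as different in Doxy + NaB relative to NaB, and 3 in Doxy relative to Ctl. Here SOX2 (adjusted p = 0.188) and VIM (adjusted p = 0.0337) are not past 0.01 in the former, and BMP4 (adjusted p = 0.0558) and SOX9 (adjusted p = 0.365) are not in the latter. The methods' t-test at an unadjusted p calls all 11 and the same 3, AXIN2, BMP4 and SOX9. An unadjusted limma p calls VIM and BMP4 too and not SOX2 or SOX9, and adjustment over the list alone gives 10 and 2 genes. All 22 ratios of Table 1 equal the ratios here after rounding to the paper's 2 decimals.

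The paper states that the genes called in NaB/Ctl only were not similarly modulated under doxycycline. Of the 921 probes of this set here, 916 changed in the same direction under doxycycline, and 795 did so by more than 1.5-fold. The gene families of Table 2 could not be compared, since no ontology was at hand and most of the 6 lists that stand in for them are far shorter.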

Other observations

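The tests in this part were chosen only after the result was seen, apart from the counts over other groupings of the arrays and the set test of known Wnt targets for each effect of doxycycline, which were planned; for that list the test of the interaction, the estimated correlation and the other scalings came after.

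The number of probes called in NaB/Ctl only was compared with what equal responses would give. In 100 simulations of 18331 probes with the same butyrate response with and without doxycycline, the set held 672 probes at the median and 431 to 1318 in the central 95%, against 896 observed on the same probes. Exchanging the doxycycline labels within experiments exchanges the sets called in one comparison only. In 10 of 32 ways either set was as large as 921, and in 7 the set called in NaB/Ctl only was, so chance is not excluded for its size. Equal responses on either side of the thresholds may thus account for much of the set. They do not account for the 27 probes that also pass the interaction test: exchanged labels gave as many in either set in 1 of 32 ways, the real one, and the simulations gave 0.

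For the comparisons of butyrate with no butyrate, NaB/Ctl and DoxyNaB/Doxy, chance is excluded. In each, 1 of 32 groupings within experiments and 1 of 100 across them gave as many probes, the real one each time.

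The set depends on single experiments. It held 1143 probes without experiment 2 and 816 without experiment 3, which hold the 2 arrays of highest negative controls, though turnover was not limited to these: of the 921 probes, 645, 763, 631, 714, 739 and 721 stayed in the set without experiment 1, 2, 3, 4, 5 and 6. Non-specific signal on these arrays may be the reason, but the test did not decide it. Of the 246 probes moved by leaving out experiment 2 or 3 alone, 65.5% were below the median level, against 66.5% of 708 moved by the others (two-sided Fisher's exact test, p = 0.755). This reference replaced a first comparison that had none of its own (71.3% of 670 probes), after that value was seen. With both arrays left out of the fit, the set held 907 probes.

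If the set held most of the genes lower with DN-Tcf4 induced, most probes lower in DoxyNaB than in NaB would be in it. Of 48 such probes, 20.8% are, 10 in number, which is more than the 4.85% of all tested probes but not most; 15 were called in both butyrate comparisons, 15 in DoxyNaB/Doxy only and 8 in neither. The comparisons share arrays, which alone ties them: in the simulations with equal responses 6.00% of the probes called in DoxyNaB/NaB fell in the set, against 15.5% observed in both directions together.

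Known Wnt targets outside Table 1 were listed in advance, and 15 of 24 were tested. In DoxyNaB relative to NaB cells 13 of 15 were lower, with a median change of -0.26 (camera, p = 9.2e-06; with an estimated correlation, p = 0.00488; fry, p = 5.89e-06). Of these, RNF43 (-1.02), TCF7 (-0.52) and BAMBI (-0.45) were past an adjusted p of 0.01. The number lower was 11 with normexp, 12 with quantile normalization and 9 with scaling to the median, where the median of all tested probes was 0.10. Under doxycycline alone 9 of 15 were lower (camera, p = 0.854), and the interaction was positive for 12 of 15 (camera, p = 9.19e-05; with an estimated correlation, p = 0.0108; fry, p = 0.000249). The values are in line with repression of Wnt targets by DN-Tcf4 beyond the genes the paper selected, as a hypothesis; 0 of the 15 are in the set called in NaB/Ctl only, and slide position is not excluded.

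Butyrate without doxycycline also raised TCF7L2 probes. The probe starting at 114895793 rose by 0.96 on the log2 scale (adjusted p = 1.14e-05, 6 of 6 experiments), that at 114915968 by 1.81 (adjusted p = 0.000722, 6 of 6, well above background on 1 of 6 Ctl arrays) and that at 114901475 by 0.81 (adjusted p = 0.0468, 5 of 6). The probe at 114714311 changed by -0.18 (adjusted p = 0.509). In the list of 27 stress genes, 16 were lower with butyrate alone (camera, p = 0.145; with an estimated correlation, p = 0.54; fry, p = 0.00027).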
